A study of Mus musculus with 8 samples. Its data were reported in "The HDAC7–TET2 epigenetic axis is essential during early B lymphocyte development" (2022).

How the data were processed

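RNA was measured in 8 libraries of sorted mouse bone marrow B cell progenitors: wild-type pro-B, HDAC7-deficient pro-B, wild-type pre-B and HDAC7-deficient pre-B cells, with 2 libraries in each of the 4 groups. Each library was placed in its group by the genotype and cell type in its own labels, and the replicate number was taken from its title. The paper's methods describe control littermates with one functional Hdac7 allele as the wild-type group, and low-input libraries sequenced as read pairs.

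The authors deposited whole-number counts of reads per Ensembl gene, 1 file per library, with no normalization. According to the submitters' processing notes and the paper's methods, reads were aligned to GRCm38 with HISAT2 2.0.5, checked with FastQC 0.11.2 and counted per gene with HTSeq 0.6.0. The annotation release and the strand setting used in counting are not given in the sources used here. Reads of overlapping or antisense genes, and of near-identical immunoglobulin segments, could therefore have been assigned to a neighbour, dropped as ambiguous or lost as aligned to several places. The sources also differ on 2 points: the series design text describes both stages as CD43-positive while the paper's methods describe pre-B cells as CD43-negative, and they give different target numbers of read pairs. The count totals below were used for depth.

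The last lines of each file hold reads that HTSeq gave to no gene, and these were left out of library sizes and tests. They made up 33.0% to 42.7% of all counted reads per library, of which reads outside any annotated feature were 9.09% to 18.8% and reads aligned to several places 12.1% to 14.3%. Reads assigned to genes came to 21366873 to 26900412 per library (median 24530725), so that 3 counts, taken as the floor, corresponded to 0.112 to 0.140 counts scaled to library size (CPM). Floors cover counting error only. Of 55487 genes, 29739 had a count in at least 1 library. Symbols, positions and gene types came from GENCODE mouse release 21 on GRCm38 and were found by identifier for 55227 genes (99.5%), while 260 had no match. No column of per-sample values was left unmapped (0).

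Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr on the 4 groups, which left 17817 genes, and scaled with TMM factors. One quasi-likelihood model over all 8 libraries gave 6 comparisons: wild-type pre-B against wild-type pro-B, labelled HDAC7-deficient pro-B against wild-type pro-B, labelled HDAC7-deficient pre-B against wild-type pro-B and against wild-type pre-B, labelled HDAC7-deficient pre-B against labelled HDAC7-deficient pro-B, and the difference of the genotype effect between stages (interaction). The model had 4 residual degrees of freedom, a prior of 4.44 degrees of freedom and a common biological coefficient of variation of 0.328. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds stated by the study. Counts adjusted over a list alone kept this fold minimum, while counts at an unadjusted p had no fold minimum. Standard errors were the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Log2 CPM values used a prior count of 2. The libraries are labelled as separate samples, and the p-values measure only the spread between these samples.

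Gene lists for stages, signalling, immunoglobulin segments, chromatin, cell cycle, metabolism and markers of other cell types (37 lists with at least 3 genes tested) were compared with all other genes by camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, and adjusted over all lists and comparisons. With the correlation estimated from the data, no list passed (smallest adjusted p = 0.106), and the adjusted p with an estimated correlation is printed beside each list that passed at the preset one. The lists, the model, its alternatives and the rule for named genes were chosen before the data were examined. The text names the genes of the list taken from the study. It also names, per comparison, up to 8 higher and 8 lower called protein-coding genes with the largest fold change, an average log2 CPM of at least 4 and the same direction in all 4 library pairs, leaving out immunoglobulin and T-cell-receptor segments and unnamed gene models. For each list described it names up to 4 tested members with the smallest adjusted p. Genes outside this rule are said to have been chosen after their values were seen.

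The alternatives were DESeq2 1.42.0, limma-voom, other scaling factors, other filters, no fold minimum, a test against a fold of 1.5 (glmTreat), fits of 2 groups alone, the replicate number as a block, leaving out each library in turn, leaving out immunoglobulin and T-cell-receptor genes, and other distance and correlation settings. Gene lists were also tested with fry, which does not set a list against all other genes. Leaving out both male libraries or both HDAC7-deficient libraries numbered 1, and a term for male libraries, were added after the data had been seen. When 1 library was left out, its group's remaining library was assumed to vary like the other groups. The code was tested on a single simulated data set for the pro-B genotype comparison (17817 genes, 50 changed at each fold). The changed genes were drawn from the better expressed genes, so the recovery does not cover genes at low counts. EdgeR recovered 16% of changes of 2-fold, 60% of 3-fold, 82% of 4-fold and 100% of 8-fold, with 14 calls among 17617 unchanged genes. On the same data DESeq2 recovered 32%, 78%, 98% and 100% with 64 such calls. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.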

Results

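RNA-sequencing counts were collected from pro-B cells, the progenitors that rearrange the immunoglobulin heavy chain, and pre-B cells, the following stage that rearranges the light chain. Both were sorted from the bone marrow of C57BL/6 mice. HDAC7 is a class IIa histone deacetylase, and the study asked what its loss does to the RNA of these stages, using a floxed Hdac7 allele deleted by a Cre recombinase under the Mb-1 (Cd79a) promoter. Each of the 4 groups (wild-type pro-B, HDAC7-deficient pro-B, wild-type pre-B, HDAC7-deficient pre-B) held 2 libraries. Reads assigned to genes numbered 21366873 and 26698386 in the wild-type pro-B libraries, 26900412 and 25525984 in the HDAC7-deficient pro-B libraries, 22894530 and 24035559 in the wild-type pre-B libraries, and 22649524 and 25025891 in the HDAC7-deficient pre-B libraries. Levels below are counts scaled to library size (CPM) as mean ± SD of n = 2 libraries, and fold changes are log2 values ± SE from edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment over 17817 genes.

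Hdac7 (ENSMUSG00000022475, GRCm38 chromosome 15, 97792664 to 97844502), the targeted gene, did not have fewer counts in the HDAC7-deficient libraries. It had 160 and 239 CPM in the wild-type pro-B libraries and 238 and 183 CPM in the pro-B libraries labelled HDAC7-deficient, a log2 difference of 0.08 ± 0.34 (edgeR BH-adjusted p = 1). In pre-B cells it had 120 and 248 CPM in the wild-type libraries and 312 and 260 CPM in those labelled HDAC7-deficient (log2 0.64 ± 0.34, edgeR BH-adjusted p = 0.553). A count over the whole gene includes exons that remain after Cre deletion and therefore checks nothing about the labels, so the groups are called labelled HDAC7-deficient below. Both labelled HDAC7-deficient libraries numbered 2 were male, with Xist at 0.31 and 0.08 CPM and Ddx3y at 101.3 and 107.7 CPM. The other 6 libraries had Xist at 453 to 658 CPM, so that no wild-type library was male.

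Clustering of log2 CPM placed the 4 pro-B libraries together and the 4 pre-B libraries together, whatever their genotype label, and the first principal component held 43.6% of the variance. The mean distance (1 minus Pearson correlation) between the stages was 0.0742 ± 0.0033 in wild-type cells and 0.0765 ± 0.0214 in the labelled HDAC7-deficient cells (SD over 4 library pairs), a ratio of 1.03. That ratio was 0.797 without labelled pre-B library 1 and 1.265 without library 2, so that 1 library decided whether the labelled stages lay closer together or further apart than the wild-type stages. It was 0.751 without both labelled libraries numbered 1 and 1.15 without both male libraries. Within a stage, wild-type and labelled HDAC7-deficient libraries lay 0.0350 apart in pro-B and 0.0504 apart in pre-B cells, against 0.0278 to 0.0597 between the libraries of 1 group. The largest within-group distance was that of the labelled HDAC7-deficient pre-B pair. Reads outside annotated features made up 10.1% ± 1.38 of counted reads in wild-type pro-B, 11.8% ± 1.09 in labelled HDAC7-deficient pro-B, 15.1% ± 2.08 in wild-type pre-B and 18.02% ± 1.08 in labelled HDAC7-deficient pre-B libraries (SD, n = 2).

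**Figure D1:**
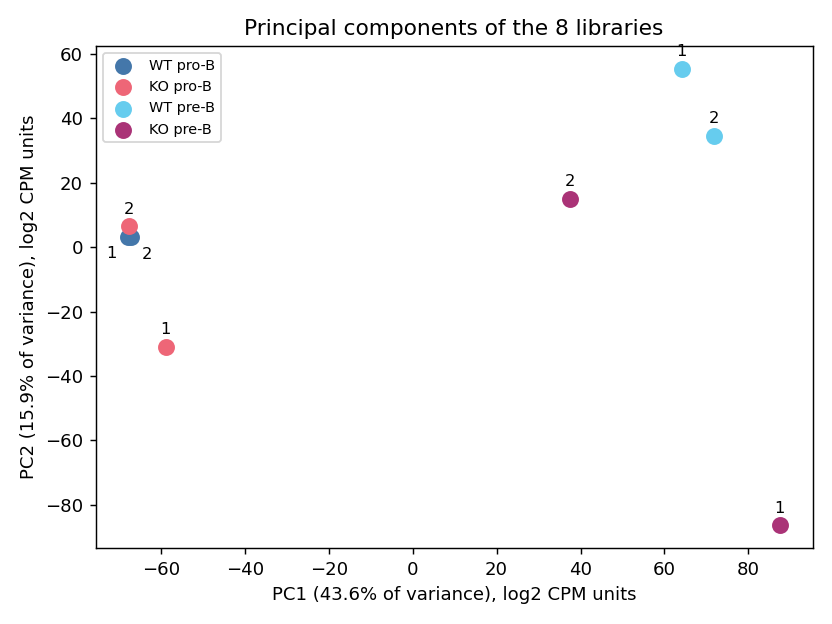
Each point is 1 of the 8 libraries, marked with its replicate number, on the first and second principal components of log2 CPM (KO, labelled HDAC7-deficient; WT, wild-type). The first component (43.6% of the variance) separates pro-B from pre-B libraries, and on the second (15.9%) labelled HDAC7-deficient pre-B library 1 lies at -86.35 and library 2 at 14.89.

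The first comparison asked how wild-type cells change from the pro-B to the pre-B stage. Among the genes that rose most, Fcer2a (ENSMUSG00000005540, chromosome 8, 3681737 to 3694175), the low-affinity IgE receptor CD23, went from 7.39 ± 4.27 to 397 ± 141 CPM, with a log2 fold change of 5.76 ± 1.05 (edgeR BH-adjusted p = 0.0114). Cd74, the invariant chain of MHC class II, went from 344 ± 135 to 9405 ± 1782 CPM (log2 4.77 ± 0.94, edgeR BH-adjusted p = 0.0153), and the adhesion receptor Cd2 rose by log2 4.98 ± 0.54. The chemokine receptor Ccr6 (log2 5.43 ± 0.87), the ICOS ligand Icosl (5.21 ± 0.91), the collagen gene Col5a3 (5.16 ± 0.78), Cd83 (4.89 ± 0.80) and the cannabinoid receptor Cnr2 (4.76 ± 0.34) rose alongside. The genes that fell most were Jchain, the joining chain of polymeric immunoglobulin (log2 -6.71 ± 1.41, from 441.7 ± 504.6 CPM), Emp1 (-3.68 ± 0.33), the adhesion receptor Adgrg3 (-3.30 ± 0.19), the BCL2 family member Bok (-3.27 ± 0.26), the insulin-like growth factor binding protein Igfbp4 (-3.08 ± 0.23), Mfsd13a (-3.04 ± 0.27), lysozyme Lyz2 (-3.03 ± 0.58) and the death ligand Tnfsf10 (-2.91 ± 0.32). Jchain differed widely between the wild-type pro-B libraries. The plasma cell list held 0.147% of gene counts in wild-type pro-B library 1 and 0.0779% in library 2. Which cells these reads came from was not tested.

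Of 20 pro-B stage genes, 11 fell, and 11 fell when adjusted over the list alone. DESeq2 called 1 higher and 11 lower, and 2 were higher and 12 lower at an unadjusted p under 0.05. Among those that fell were Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722), the stem cell factor receptor, at log2 -2.29 ± 0.20, the terminal transferase Dntt at -2.86 ± 0.28 and the surrogate light chain Vpreb1 (ENSMUSG00000059305, chromosome 16, 16868403 to 16870843) at -2.13 ± 0.18. Their list had a median of log2 -1.75 (camera BH-adjusted p = 1.61e-12, adjusted p = 0.106 with an estimated correlation). Genes of the pre-B and later B stage rose in 16 of 22 cases (17 adjusted over the list alone), with the transcription factor Ikzf3 at 1.71 ± 0.18, Cd40 at 4.03 ± 0.46 and Ms4a1 (CD20) at 4.05 ± 0.48. That list's median was log2 3.20 (camera BH-adjusted p = 9.66e-18, adjusted p = 0.106 with an estimated correlation). Of 10 mature B genes 9 rose, also adjusted over the list alone, including Ighd at 3.92 ± 0.44 (median 3.49, camera BH-adjusted p = 1.56e-13, adjusted p = 0.262 with an estimated correlation). Of 20 B-lineage identity genes 8 rose, the same number adjusted over the list alone, with Cd79b, a chain of the B cell receptor, at 1.47 ± 0.19 and Spib at 2.10 ± 0.29 (median 0.69, camera BH-adjusted p = 9.88e-11, adjusted p = 0.106 with an estimated correlation). Light-chain segments rose in 31 of 124 cases (43 adjusted over the list alone), led by Iglv3 at 3.85 ± 0.31 (median 2.18, and 4.45 and 1.40 without wild-type pro-B library 1 and 2, camera BH-adjusted p = 9.2e-18, adjusted p = 0.412 with an estimated correlation). Reads of near-identical segments can be split between them, so single segments are uncertain. In pre-B cell receptor signalling 6 of 16 genes rose and 3 fell, the same numbers adjusted over the list alone, and the 3 that fell were the surrogate light chain genes Vpreb1, Igll1 (-2.33 ± 0.24) and Vpreb2 (-2.39 ± 0.28), with a list median of 0.43 (camera BH-adjusted p = 0.266).

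Glycolysis genes fell in 8 of 16 cases, also adjusted over the list alone, with lactate dehydrogenase Ldha going from 2205 to 592 CPM (log2 -1.90 ± 0.19) and Gapdh at -1.27 ± 0.19 (median -1.04, camera BH-adjusted p = 1.58e-10, adjusted p = 0.165 with an estimated correlation). Heat shock genes fell in 5 of 10 cases (6 adjusted over the list alone), among them the mitochondrial chaperone Hspd1 at -1.61 ± 0.16 (median -1.15, camera BH-adjusted p = 3.66e-06, adjusted p = 0.298 with an estimated correlation). Genes of leukocyte migration and adhesion rose in 7 of 22 cases, also adjusted over the list alone, with the sphingosine phosphate receptor S1pr1 at 2.54 ± 0.20 (median 0.70, camera BH-adjusted p = 2.02e-05, adjusted p = 0.165 with an estimated correlation). Mitosis and condensed chromosome genes had a median of log2 -0.07 (camera BH-adjusted p = 0.7), which was 0.013 without wild-type pro-B library 1 and 0.18 without wild-type pre-B library 2. Without wild-type pre-B library 1 it was -0.33 and the list passed camera's test at the preset correlation. None of the 43 was called by edgeR (0), DESeq2 (0) or limma-voom (0), and 1 was higher and 2 were lower at an unadjusted p under 0.05. Among markers of other cell types, T cell genes fell in 6 of 13 cases, with Lat at -2.62 ± 0.29 and Thy1 at -4.02 ± 0.76 (8 adjusted over the list alone, median -2.27, camera BH-adjusted p = 3.53e-06, adjusted p = 0.297 with an estimated correlation). NK and innate lymphoid genes fell in 3 of 10 cases (4 adjusted over the list alone, median -2.55, and -0.996 without wild-type pro-B library 2, camera BH-adjusted p = 0.0121, adjusted p = 0.344 with an estimated correlation).

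In total 1645 genes were called between the wild-type stages, 789 higher and 856 lower in pre-B cells. Without wild-type pro-B library 1 or 2 the count was 478 or 557, without wild-type pre-B library 1 or 2 it was 886 or 786, and of the 94 named genes called 47, 44, 27 and 35 lost their call in the same order, 5 without either labelled HDAC7-deficient pro-B library and 1 without labelled HDAC7-deficient pre-B library 2. It was 876 when tested against a fold of 1.5 and 2562 with no filter on low counts.

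The second comparison asked what differs between labelled HDAC7-deficient and wild-type pro-B cells. Cmah (ENSMUSG00000016756, chromosome 13, 24327404 to 24477377), the hydroxylase that makes the sialic acid Neu5Gc, rose from 21.8 ± 1.26 to 109 ± 32.6 CPM, with a log2 fold change of 2.32 ± 0.23 (edgeR BH-adjusted p = 0.041). Ighv14-4 (ENSMUSG00000076666, chromosome 12, 114176438 to 114176867), a heavy-chain variable segment, rose from 5.78 ± 0.307 to 42.8 ± 2.08 CPM, at log2 2.89 ± 0.27 (edgeR BH-adjusted p = 0.041). These 2 genes were the only ones called by edgeR, both higher and 0 lower. Both were also called higher in wild-type pre-B than in wild-type pro-B cells, a comparison that shares the wild-type pro-B libraries. Between the pro-B groups 909 genes had an unadjusted p under 0.05, where chance gives 891. DESeq2 called 50 higher and 52 lower, and limma-voom 2 higher and 1 lower. Kit was at 34.2 ± 1.61 and 81.8 ± 13.7 CPM, a log2 difference of 1.26 ± 0.19 that did not pass (edgeR BH-adjusted p = 0.171), and Igfbp4 was at 93.0 ± 20.6 and 156 ± 1.51 CPM.

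Among gene groups in pro-B cells, interferon-stimulated genes had a median log2 difference of 0.87 (camera BH-adjusted p = 1.65e-10, adjusted p = 0.571 with an estimated correlation). None of its 31 members was called by edgeR (0; 0 adjusted over the list alone) or limma-voom (0), 3 were by DESeq2 and 6 at an unadjusted p under 0.05. The median was 0.04 without labelled HDAC7-deficient library 1 and 1.35 without library 2. Glycolysis genes had a median of -0.46 (camera BH-adjusted p = 4.81e-10, adjusted p = 0.165 with an estimated correlation), with Ldha at 2205 and 1265 CPM and Aldoa at log2 -1.11 ± 0.22. None of these 16 was called by edgeR (0) or limma-voom (0), 1 was when adjusted over the list alone and by DESeq2, and 8 were lower at an unadjusted p under 0.05. The ribosomal protein median was -0.285 (camera BH-adjusted p = 6.19e-10, adjusted p = 0.707 with an estimated correlation) and the heat shock median -0.57 (camera BH-adjusted p = 3.7e-05, adjusted p = 0.3 with an estimated correlation). Without labelled library 1 the ribosomal median was -0.53, and without library 2 it was -0.11 and its call was lost. The heat shock call was lost without wild-type pro-B library 1 (-0.31), and its median was -0.29 without labelled library 2. T cell genes had a median of -0.79 and a mean of -0.12 (camera BH-adjusted p = 0.000169, adjusted p = 0.344 with an estimated correlation), with the kinase Lck, which pro-B cells also express, at 192 ± 6.80 and 70.2 ± 11.1 CPM. Neutrophil granule genes had a median of 0.91 (camera BH-adjusted p = 0.000696, adjusted p = 0.61 with an estimated correlation), whose call was lost without wild-type pro-B library 1 (0.49) and labelled library 2 (0.02). That median was 1.39 without wild-type library 2 and 1.42 without labelled library 1, and edgeR, DESeq2 and limma-voom called 0 of its 15 genes, with 0 at an unadjusted p under 0.05. The T cell median was -0.52, -1.25 and -0.46 without wild-type library 2, labelled library 1 and labelled library 2. Monocyte and macrophage genes had a median of 0.68 (camera BH-adjusted p = 0.0022, adjusted p = 0.412 with an estimated correlation), with 0 of 21 called by edgeR, DESeq2 or limma-voom and 2 higher at an unadjusted p under 0.05. Their list call was lost without wild-type library 1 (0.51), and the median was 0.40 without labelled library 1. Pro-B stage genes had a median of 0.22 (camera BH-adjusted p = 0.00402, adjusted p = 0.357 with an estimated correlation), with 1 of 20 called when adjusted over the list alone. The same call was lost without labelled library 2, at 0.11. Genes of the pre-B and later B stage had a median of 0.44 and also passed at the preset correlation, but not with an estimated one. Of 22, DESeq2 and limma-voom called 0, and 3 were higher and 1 lower at an unadjusted p under 0.05. The pre-B and later median was -0.10 without labelled library 1 and 0.61 without wild-type library 1.

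Of the immunoglobulin lists in pro-B cells, heavy-chain variable segments had a median of -0.15 and a mean of -0.66 (camera BH-adjusted p = 2.67e-05, adjusted p = 0.575 with an estimated correlation). Of 107, edgeR and limma-voom each called 1 higher and 0 lower, 6 were higher and 16 lower adjusted over the list alone, DESeq2 called 6 higher and 11 lower, and 10 were higher and 24 lower at an unadjusted p under 0.05. That list call was lost without wild-type library 1 (median 0.72) and labelled library 2 (0.058), and the median was -0.61 and -1.50 without wild-type library 2 and labelled library 1. Light-chain genes had a median of 0.95 (camera BH-adjusted p = 0.000208, adjusted p = 0.707 with an estimated correlation), with 0 of 124 called by edgeR or limma-voom, 1 lower adjusted over the list alone, 1 higher and 3 lower by DESeq2, and 22 higher and 10 lower at an unadjusted p under 0.05. Without labelled library 1 the light-chain median was -0.44, without wild-type library 2 it was 0.50 with the test in the other direction, and without wild-type library 1 it was 2.13. Heavy-chain constant genes had a median of 1.12 (camera BH-adjusted p = 0.00659, adjusted p = 0.429 with an estimated correlation), with 0 of 7 called by edgeR or limma-voom, 1 higher by DESeq2 and 1 at an unadjusted p under 0.05. Their list call was lost without wild-type library 2 (0.30) and labelled library 1 (0.41), and the median was 1.76 without wild-type library 1. Light-chain genes held 0.488% and 0.0826% of gene counts in wild-type libraries 1 and 2, and 1.129% and 0.326% in labelled libraries 1 and 2. The plasma cell list held 0.147%, 0.0779%, 0.289% and 0.144% in the same order. Which cells these reads came from was not tested.

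The study examined a condensed chromosome signature by ranked gene set enrichment, against wild-type pro-B cells at both stages. It associated HDAC7-deficient cells with deficient chromosome condensation. The list and the test used here differ, so the values below do not repeat that analysis. In pro-B cells, mitosis and condensed chromosome genes had a median log2 difference of 0.16 (camera BH-adjusted p = 0.045, adjusted p = 0.916 with an estimated correlation), and -0.07 with a term for male libraries. Its call was lost without wild-type library 2 (0.10) and labelled library 2 (0.01), and the median was 0.24 and 0.25 without wild-type and labelled library 1. None of the 43 was called by edgeR (0), DESeq2 (0) or limma-voom (0), nor reached an unadjusted p under 0.05 (0). DNA replication genes had a median of -0.155 (camera BH-adjusted p = 0.00343, adjusted p = 0.769 with an estimated correlation), with 0 of 29 called by edgeR, DESeq2 or limma-voom and 0 at an unadjusted p under 0.05. That list call was lost without wild-type library 1 (-0.089) and labelled library 1 (-0.091), and the median was -0.26 without wild-type library 2. Genes of H3K9 and H3K27 heterochromatin had a median of -0.11 (camera BH-adjusted p = 0.406), DNA methylation and hydroxymethylation genes 0.09 (0.145), and the AP-1 family, whose members Jun and Fos are immediate transcriptional activators, -0.16 (0.698). The AP-1 median was 0.26 without wild-type library 1 and -0.31 without labelled library 1, and without wild-type library 2, at -0.11, the list passed camera's test at the preset correlation. The heterochromatin median was -0.18 and -0.017 without wild-type library 1 and 2 and -0.015 without labelled library 1, and the DNA methylation median was 0.14 without wild-type library 2. Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) had 85.7 and 10.9 CPM in the wild-type pro-B libraries and 14.32 and 20.01 CPM in those labelled HDAC7-deficient, a log2 difference of -1.49 ± 0.78 (edgeR BH-adjusted p = 0.993). The count of 2 called genes became 0 without either wild-type pro-B or either wild-type pre-B library, 1 without labelled HDAC7-deficient pro-B library 1, and 7 without either labelled HDAC7-deficient pre-B library; without labelled pro-B library 2 it stayed at 2, neither of them Cmah or Ighv14-4. It was 285 with no filter, 38 with a term for male libraries (which leaves the difference resting mostly on labelled library 1, high in interferon-stimulated genes), 14 without both male libraries, 18 without both labelled libraries numbered 1, and 0 with library totals only or against a fold of 1.5.

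The third comparison, labelled HDAC7-deficient against wild-type pre-B cells, matched the stage. Kit went from 7.01 ± 0.172 to 25.1 ± 1.80 CPM (log2 1.84 ± 0.20, edgeR BH-adjusted p = 0.0271), Vpreb1 from 445 ± 38.1 to 1163 ± 40.1 CPM (1.39 ± 0.18, edgeR BH-adjusted p = 0.0489) and Bok from 6.80 ± 0.182 to 26.3 ± 3.70 CPM (1.95 ± 0.25, edgeR BH-adjusted p = 0.0489). Igfbp4 (ENSMUSG00000017493, chromosome 11, 99041244 to 99054392) rose from 11 ± 0.276 to 68.6 ± 15.98 CPM, at log2 2.64 ± 0.23 (edgeR BH-adjusted p = 0.0127), and Rasa4 (chromosome 5, 136083916 to 136111860), a Ras GTPase activating protein, from 16.3 ± 0.0626 to 71.6 ± 12.3 CPM (2.14 ± 0.20, edgeR BH-adjusted p = 0.0127). Adgrg3 at 1.95 ± 0.18 and Plxdc1 at 1.83 ± 0.20 rose too.

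Sh2d5 (log2 3.27 ± 0.32) and the kinesin Kif17 (3.05 ± 0.27) were also higher, but they overlap on the same strand of chromosome 4 (138250403 to 138261332 and 138250435 to 138301967), so that either is uncertain. The remaining 5 called genes were outside the naming rule and chosen after their values were seen: the kinase Camk1g (log2 2.51), Rd3l (3.23), 2900026A02Rik with F830115B05Rik, which lies inside it on the same strand and makes both uncertain, and Enpp5, at 0 counts in both wild-type and 1.27 CPM in both labelled HDAC7-deficient pre-B libraries. All 14 called genes were higher and 0 were lower by edgeR. All 14 were also called lower in wild-type pre-B than in wild-type pro-B cells. That comparison shares the wild-type pre-B libraries, and part of this opposition may come from them. At an unadjusted p under 0.05, 1006 genes were higher and 771 lower. DESeq2 called 193 higher and 40 lower, and limma-voom 9 higher and 0 lower. Each of the 14 was called by DESeq2, without both male libraries and with a term for male libraries, and 12 without both labelled libraries numbered 1.

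By gene groups, 3 of 20 pro-B stage genes rose and 6 when adjusted over the list alone (median log2 0.73, camera BH-adjusted p = 2.12e-14, adjusted p = 0.106 with an estimated correlation). IL-7 signalling genes had a median of 0.29, with the feedback inhibitors Socs2 at 1.91 ± 0.25 and Cish at 2.45 ± 0.49 (camera BH-adjusted p = 0.00383, adjusted p = 0.285 with an estimated correlation). It held 0 genes called by edgeR or limma-voom, 3 adjusted over the list alone, 2 by DESeq2 and 4 at an unadjusted p under 0.05. Its call was lost without wild-type pre-B library 2 (median 0.34), and the median was 0.18 and 0.53 without labelled HDAC7-deficient pre-B library 1 and 2. Mitosis and condensed chromosome genes had a median of -0.73 (camera BH-adjusted p = 5.75e-25, adjusted p = 0.429 with an estimated correlation), with Smc2, a condensin subunit, at -0.92 ± 0.21. Of the 43, 34 were lower at an unadjusted p under 0.05, a count with no fold minimum. EdgeR called 0, also adjusted over the list alone (0), as did DESeq2 (0) and limma-voom (0). All of these calls also needed an absolute log2 fold change above 1. DNA replication genes had a median of -0.62 (camera BH-adjusted p = 5.99e-13, adjusted p = 0.498 with an estimated correlation), with 17 of 29 lower at an unadjusted p under 0.05, 1 called by DESeq2 and 0 by edgeR or limma-voom. DNA repair genes had a median of -0.34 (camera BH-adjusted p = 3.43e-08, adjusted p = 0.487 with an estimated correlation) and histone genes -0.51 (camera BH-adjusted p = 6.13e-07, adjusted p = 0.61 with an estimated correlation). Without wild-type pre-B library 1, labelled HDAC7-deficient pre-B library 1 and library 2 the medians were -0.43, -0.42 and -1.12 for mitosis, -0.34, -0.39 and -0.99 for DNA replication, -0.15, -0.18 and -0.60 for DNA repair, and -0.20, -0.79 and -0.39 for histone genes, whose call the last ended. Without wild-type pre-B library 2 the histone median was -0.84. Genes of H3K9 and H3K27 heterochromatin had a median of -0.16 and passed camera's test at the preset correlation, but not with an estimated one. That median was -0.085 and -0.23 without labelled HDAC7-deficient pre-B library 1 and 2, and the call was lost in 2 of 8 fits without 1 library. Of 20, DESeq2 and limma-voom called 0, and 3 were lower and 0 higher at an unadjusted p under 0.05.

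Heavy-chain variable segments had a median of -1.54 in this comparison (camera BH-adjusted p = 1.29e-19, adjusted p = 0.3 with an estimated correlation), with 0 of 107 called by edgeR or limma-voom, 2 adjusted over the list alone, 7 by DESeq2 and 2 higher and 30 lower at an unadjusted p under 0.05. One segment, Ighv5-4, took 30.9% of these reads in labelled HDAC7-deficient library 1 and 14.7% in library 2, against 6.47% and 6.84% in the wild-type pre-B libraries. Neutrophil granule genes had a median of 1.40 (camera BH-adjusted p = 1.85e-08, adjusted p = 0.446 with an estimated correlation), with Camp at 8.05 and 39.5 CPM and Ngp at 14.5 and 64.3 CPM. That median was 0.40 and 3.18 without wild-type pre-B library 1 and 2. Of 15, edgeR and limma-voom called 0, 5 passed adjusted over the list alone and by DESeq2 and 6 at an unadjusted p under 0.05. Interferon-stimulated genes had a median of 0.86 (camera BH-adjusted p = 7.25e-05, adjusted p = 0.722 with an estimated correlation) but -0.12 without labelled library 1 and 1.46 without library 2, and ribosomal protein genes 0.33 (camera BH-adjusted p = 0.000115, adjusted p = 0.787 with an estimated correlation) but -0.11 and 0.65 in the same order. The 14 calls became 7 and 6 without wild-type pro-B library 1 and 2, 0 without either labelled HDAC7-deficient pro-B and either wild-type pre-B library, 5 without labelled HDAC7-deficient pre-B library 1 and 23 without library 2; of the 9 called genes inside the naming rule, 4, 5, 9, 9, 9, 9, 5 and 2 lost their call in the same order. The count was 533 with no filter, 204 without both male libraries, 105 with a term for male libraries (resting mostly on labelled library 1, as in pro-B cells), 36 without both labelled libraries numbered 1, 9 by limma-voom, 6 against a fold of 1.5 and 1 from these 2 groups alone.

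**Figure D2:**
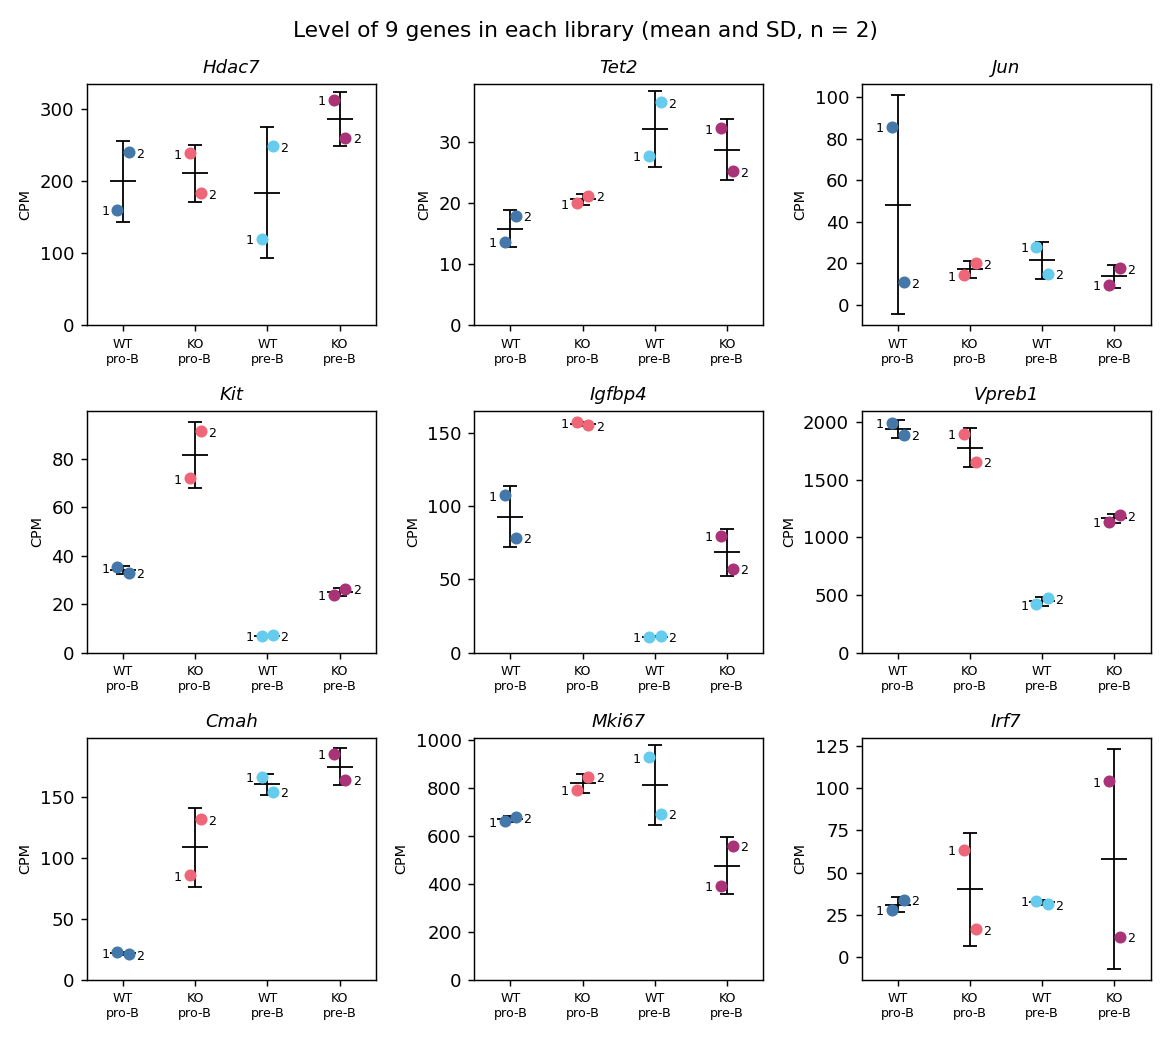
Points give the CPM of Hdac7, Tet2, Jun, Kit, Igfbp4, Vpreb1, Cmah, Mki67 and Irf7 in each library on linear axes, with mean and SD (n = 2) per group as horizontal and vertical bars; Mki67 and Irf7 were chosen after their values were seen (KO, labelled HDAC7-deficient; WT, wild-type). Kit averages 7.01 CPM in wild-type and 25.1 CPM in labelled HDAC7-deficient pre-B libraries, and Hdac7 is not lower in the labelled groups.

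The fourth comparison set labelled HDAC7-deficient pre-B cells against wild-type pro-B cells, the reference used by the study, and mixes stage with genotype. The genes that rose most were the IL-9 receptor Il9r (log2 6.90 ± 1.28), at 208 and 39.6 CPM in the labelled libraries, Ccr6 (6.39 ± 0.89), Fcer2a (5.77 ± 1.05, 401 ± 373 CPM), Col5a3 (5.69 ± 0.79), Icosl (5.56 ± 0.92), Cd74 (5.03 ± 0.95), Ms4a4c (5.01 ± 0.87) and Cd83 (4.74 ± 0.79). Those that fell most were Ttll11 (-3.04 ± 0.42), Colq (-2.65 ± 0.28), Emilin1 (-2.61 ± 0.38), Srfbp1 (-2.41 ± 0.27), Bag2 (-2.33 ± 0.41) and the antigen receptor signalling genes Lat (-2.25 ± 0.28), Lck (-2.20 ± 0.23, edgeR BH-adjusted p = 0.00303) and Zap70 (-2.16 ± 0.38). Genes of the pre-B and later B stage rose in 17 of 22 cases (18 adjusted over the list alone, median 3.26, and 2.15 without labelled pre-B library 1, camera BH-adjusted p = 2.13e-16, adjusted p = 0.106 with an estimated correlation), and 7 of 20 pro-B stage genes fell while 1 rose (2 rose adjusted over the list alone, median -0.53, camera BH-adjusted p = 0.00663, adjusted p = 0.366 with an estimated correlation). DNA replication genes fell in 10 of 29 cases, among them the replicative helicase subunits Mcm5 (-1.27 ± 0.24) and Mcm2 (-1.36 ± 0.28), and 12 when adjusted over the list alone (median -0.90, camera BH-adjusted p = 7.29e-12, adjusted p = 0.502 with an estimated correlation). Mitosis and condensed chromosome genes fell in 5 of 43 cases, with cyclin B1 (Ccnb1) at -1.34 ± 0.31 and the kinase Plk1 at -1.09 ± 0.25, and 8 when adjusted over the list alone (median -0.71, camera BH-adjusted p = 6.55e-11, adjusted p = 0.606 with an estimated correlation).

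In this comparison the interferon-stimulated list rose in 5 of 31 cases (9 adjusted over the list alone), with Ddx58 at 1.43 ± 0.32 and Oas2 at 2.66 ± 0.67 (median 0.99, camera BH-adjusted p = 0.0022, adjusted p = 0.781 with an estimated correlation), and its median was -0.01 without labelled HDAC7-deficient pre-B library 1. In all, 1747 genes were called, 1049 higher and 698 lower, and 645 of those higher and 418 of those lower were also called so between the wild-type stages, where independent lists give 46.5 and 33.5. These 2 comparisons share the wild-type pro-B libraries, and part of the excess may come from them. Without wild-type pro-B library 1 or 2 the count was 211 or 438, and without labelled HDAC7-deficient pre-B library 1 or 2 it was 1103 or 2913; of 106 named genes called 78, 63, 27 and 9 lost their call in the same order, 5 without either labelled pro-B library and 4 without either wild-type pre-B library. It was 2955 without both male libraries, 2686 with no filter, 2626 with no fold minimum, 925 from these 2 groups alone and 722 against a fold of 1.5.

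The fifth comparison followed the stage change in the labelled HDAC7-deficient cells. Fcer2a (log2 6.39 ± 1.08), Icosl (6.02 ± 0.95), Ccr6 (5.80 ± 0.85), Il9r (4.94 ± 1.13), Cnr2 (4.92 ± 0.35, edgeR BH-adjusted p = 0.00185), Trim7 (4.90 ± 0.88), the B cell scaffold protein Bank1 (4.79 ± 0.58) and Fcrl1 (4.73 ± 0.49) rose most. Lyz2 (-2.49 ± 0.56), Adgrg3 (-2.40 ± 0.18, edgeR BH-adjusted p = 0.00185), Tnfrsf21 (-2.12 ± 0.28), Emilin1 (-1.99 ± 0.37), Emp1 (-1.97 ± 0.31), Cdca7l (-1.94 ± 0.36), Dntt (-1.88 ± 0.27) and the zinc transporter Slc39a11 (-1.87 ± 0.26) fell most. Of 22 pre-B and later B genes 16 rose and 1 fell (17 and 1 adjusted over the list alone, median 2.73, camera BH-adjusted p = 1.85e-15, adjusted p = 0.106 with an estimated correlation). Of 20 pro-B stage genes 7 fell, including Kit at -1.71 ± 0.19, and 1 rose (8 and 1 adjusted over the list alone, median -0.84, camera BH-adjusted p = 4.69e-06, adjusted p = 0.257 with an estimated correlation). Mitosis and condensed chromosome genes fell in 5 of 43 cases (14 adjusted over the list alone, median -0.91, camera BH-adjusted p = 9.24e-17, adjusted p = 0.502 with an estimated correlation).

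Of the 1645 genes called between the wild-type stages, 1605 (97.6%) moved the same way in the labelled HDAC7-deficient cells, 701 were called in both in the same direction and 2 in opposite directions, while 942 genes were called in wild-type cells alone and 440 in the labelled cells alone. Over the 1645 genes the median ratio of labelled to wild-type log2 fold change was 0.693. Part of that may come from choosing them in wild-type cells. The fifth comparison called 1143 genes, 721 higher and 422 lower. The count was 59 and 79 without labelled pro-B library 1 and 2, 514 and 2537 without labelled pre-B library 1 and 2, and 630 and 655 without wild-type pro-B library 1 and 2, and 68, 67, 25, 4, 16 and 16 of 81 named called genes were lost in the same order, and 4 without either wild-type pre-B library. It was 1881 by DESeq2, 2252 with no filter, 301 against a fold of 1.5, 268 without both labelled libraries numbered 1 and 90 from these 2 groups alone, where 81 were higher and 9 lower.

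The sixth comparison tested whether the genotype difference itself changed between the stages. Ighv14-4 was the only gene called by edgeR, with the labelled difference lower in pre-B than in pro-B cells by log2 -4.21 (edgeR BH-adjusted p = 0.0344), from 5.78 ± 0.307 and 42.8 ± 2.08 CPM in pro-B to 19.7 ± 1.60 and 7.84 ± 2.10 CPM in pre-B cells. No gene (0) was called the other way, with 1161 genes at an unadjusted p under 0.05, 28 higher and 16 lower by DESeq2, and 0 higher and 1 lower by limma-voom. The call was kept in 1 of 8 fits without 1 library. The mitosis and condensed chromosome list had a median interaction of -0.87 (-1.33 without labelled pre-B library 2; camera BH-adjusted p = 1.15e-23, adjusted p = 0.446 with an estimated correlation) and the pro-B stage list 0.47 (0.23 without the same library) (camera BH-adjusted p = 1e-05, adjusted p = 0.262 with an estimated correlation).

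**Figure D3:**
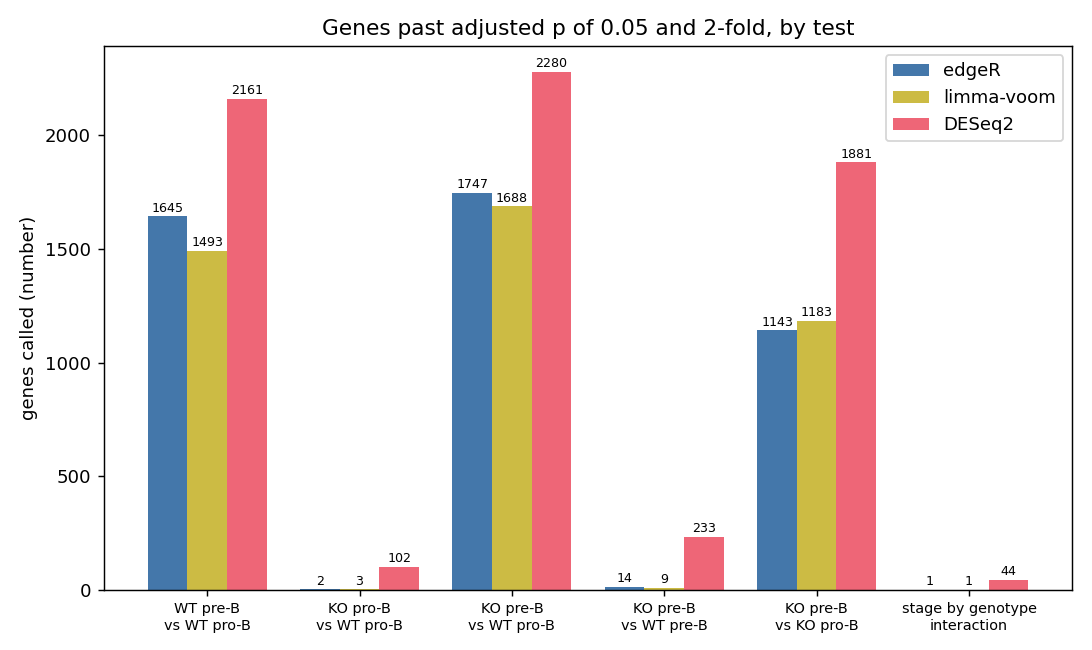
Bars give the number of genes called in each of the 6 comparisons, both directions together, by edgeR, limma-voom and DESeq2 (KO, labelled HDAC7-deficient; WT, wild-type). EdgeR called 1645 genes between the wild-type stages, against 2 between genotypes in pro-B and 14 in pre-B cells, where DESeq2 called 102 and 233.

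**Figure D4:**
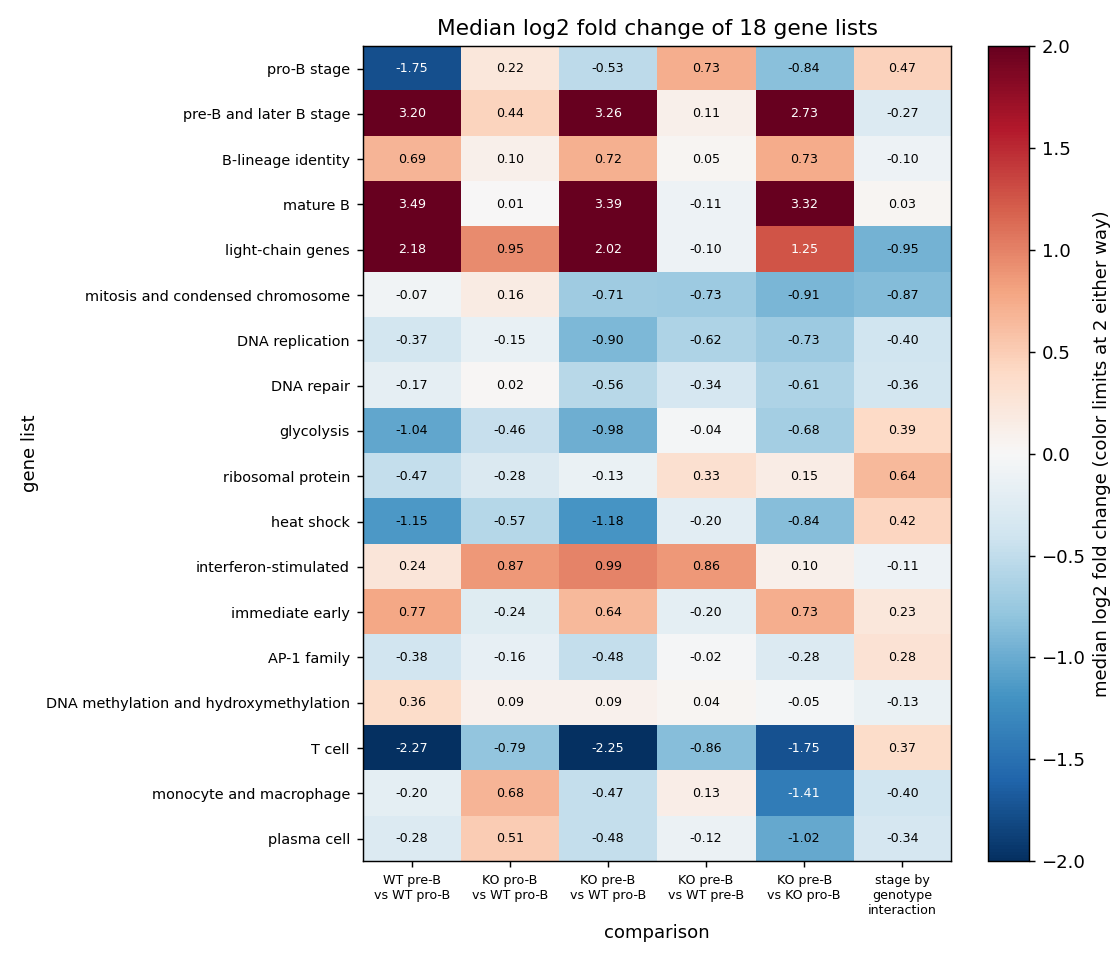
Cells give the median log2 fold change of 18 gene lists (vertical) in the 6 comparisons (horizontal), with colour limits at 2 either way (KO, labelled HDAC7-deficient; WT, wild-type). The pro-B stage list reads -1.75 between the wild-type stages and 0.73 between labelled HDAC7-deficient and wild-type pre-B cells, and mitosis genes read -0.73 in the latter.

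The genes the study followed were examined next; the study examined genes of that list in these same libraries, so its counts are not treated as independent evidence. Tet2 (ENSMUSG00000040943, chromosome 3, 133463679 to 133545139), which converts 5-methylcytosine to 5-hydroxymethylcytosine, had 15.9 ± 2.997 CPM in wild-type pro-B, 20.7 ± 0.880 in labelled HDAC7-deficient pro-B, 32.1 ± 6.19 in wild-type pre-B and 28.8 ± 4.97 in labelled HDAC7-deficient pre-B libraries. It rose between the wild-type stages by log2 1.02 ± 0.25 (edgeR BH-adjusted p = 0.0334). Against wild-type pro-B cells its differences were 0.38 ± 0.25 in labelled pro-B (edgeR BH-adjusted p = 1) and 0.86 ± 0.25 in labelled pre-B cells (edgeR BH-adjusted p = 0.0523), and against wild-type pre-B cells -0.16 ± 0.25 (edgeR BH-adjusted p = 0.849). Between the wild-type stages Spi1, the myeloid and B cell factor PU.1, rose by 1.33 ± 0.33 and Tet1 fell by 1.30 on the log2 scale, so that 2 of 24 rose and 1 fell, also adjusted over the list alone. Tet1 was 1.37 ± 0.32 higher in labelled than in wild-type pre-B cells, which did not pass (edgeR BH-adjusted p = 0.254). Hdac9 at 1.11 ± 0.21 and Spi1 at 1.21 ± 0.33 rose between wild-type pro-B and labelled pre-B cells, and Hdac9 at 1.11 ± 0.21 and Cd79a at 1.04 ± 0.18 between the labelled stages. In the matched comparisons no study gene was called by edgeR in pro-B (0; 3 at an unadjusted p under 0.05, 0 by DESeq2 and limma-voom) or pre-B cells (0; 3 at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma-voom).

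The study overlapped the genes raised in both labelled groups against wild-type pro-B cells. That overlap was 1 gene here, where independent lists of these sizes give 0.118, and 40 simulations of unchanged groups against the same controls gave a mean of 0.025 and at most 1. The fold changes of these 2 comparisons correlated across genes at r = 0.399, against 0.504 simulated from the shared controls with no effect. Their covariance was 0.502 against 0.311 simulated, a difference of 0.191. Every simulated group was drawn at wild-type pro-B levels, without the stage change that labelled pre-B cells also carry. The simulated overlap, r and covariance are therefore no measure of what the shared controls alone would give here. Splitting the controls would leave 1 library on each side, so part of any excess may come from the shared controls. The genotype differences at matched stages, which share no library, correlated at Pearson's r = 0.17 and Spearman's rho = 0.087 across 17817 genes, which are not independent replicates. The labelled libraries of the same number shared their sex and their interferon level at both stages, and part of this correlation may come from that. Over the 16 sets of 1 library per group r ranged from -0.026 to 0.238, and it was 0.107 without labelled pro-B library 1 and 0.081 without labelled pre-B library 2. It was 0.394 with a term for male libraries and 0.154 without both male libraries. Both genotype differences share the estimate of that term, which also takes up whatever else differed between labelled libraries 1 and 2. With it they rest mostly on the labelled libraries numbered 1, in which interferon-stimulated genes were high, and the median of that list went from 0.87 to 1.33 in pro-B and from 0.86 to 1.39 in pre-B cells.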

Values the study reported

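The study reported 1992 genes higher and 2140 genes lower in wild-type pre-B than in wild-type pro-B cells. For HDAC7-deficient pro-B cells against wild-type pro-B cells it gave 393 higher and 272 lower genes. For HDAC7-deficient pre-B cells against wild-type pro-B cells it gave 1609 higher and 1576 lower genes.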

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

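Of the tests in this part, those of HDAC7 loss for the interferon and AP-1 patterns and that of plasmacytoid dendritic cells in pro-B libraries were chosen after their results were seen. The sex test uses the fit without both male libraries, which was added after the data had been seen. The results listed first are those whose genotype difference changed between the stages by the interaction test, and a signal outside the gene counts. Ighv14-4 had an interaction of log2 -4.21 (edgeR BH-adjusted p = 0.0344), the only gene so called, and its call held in 1 of 8 fits that leave out a library (-4.54 to -3.96).

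Gene lists passed the interaction test at the preset correlation, and none did with an estimated correlation. The genotype difference was lower in pre-B than in pro-B cells for mitosis and condensed chromosome, at -0.87 (camera BH-adjusted p = 1.15e-23, adjusted p = 0.446 with an estimated correlation; -1.33 without labelled HDAC7-deficient pre-B library 2), DNA replication -0.40 (0.000173 and 0.722), replication-dependent histones -0.48 (0.000169 and 0.707) and DNA repair -0.36 (6.12e-07 and 0.502). The DNA replication call was lost without wild-type pre-B library 1 (-0.12) and labelled pre-B library 1 (-0.16), and the median was -0.65 and -0.80 without library 2 of each. The histone call was lost without wild-type pro-B library 2 (-0.23), wild-type pre-B library 1 (-0.22) and labelled pre-B library 2 (-0.34), and the median was -0.83 without wild-type pro-B library 1, -0.80 without wild-type pre-B library 2 and -0.83 without labelled pre-B library 1. The DNA repair median was -0.14, -0.24 and -0.62 without wild-type pre-B library 1, labelled pre-B library 1 and labelled pre-B library 2.

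Among the other lists, heavy-chain variable segments had -1.17 (camera BH-adjusted p = 0.000169, adjusted p = 0.61 with an estimated correlation), with -1.87 without wild-type pro-B library 1, and the call lost without wild-type pro-B library 2 (-0.99) and labelled pro-B library 1 (0.32). Light-chain genes had -0.95 (0.000343 and 0.719), with -2.48 without wild-type pro-B library 1, and the call lost without wild-type pro-B library 2 (-0.59, with the test in the other direction), labelled pro-B library 1 (0.57) and labelled pre-B library 2 (-0.84). Leukocyte migration genes had -0.26 (0.0102 and 0.298), with -0.45 without labelled pre-B library 1 and the call lost without library 2 (-0.26). Pro-B stage genes had 0.47 (1e-05 and 0.262; 0.23 without labelled pre-B library 2), glycolysis genes 0.39 (0.00026 and 0.3) and ribosomal protein genes 0.64 (1.79e-13 and 0.61; 0.41 without labelled pro-B library 2 and 0.17 without labelled pre-B library 1).

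The markers of other cells were the monocyte and macrophage list at -0.40 (camera BH-adjusted p = 0.0328, adjusted p = 0.524 with an estimated correlation) and the neutrophil granule list at 0.42 (0.024 and 0.722). The monocyte call was lost without wild-type pro-B library 1 (-0.31), wild-type pre-B library 2 (0.22), labelled pre-B library 1 (-0.65) and library 2 (-0.69), and the median was -0.64 and -0.72 without wild-type pro-B library 2 and wild-type pre-B library 1. The neutrophil call was lost without wild-type pro-B library 2 (0.002), labelled pro-B library 1 (0.07), wild-type pre-B library 1 (-0.57) and labelled pre-B library 2 (0.36), and the median was 1.04, 0.84 and 2.19 without wild-type pro-B library 1, labelled pro-B library 2 and wild-type pre-B library 2. Reads in no annotated feature averaged 18.016% of counted reads in the labelled HDAC7-deficient pre-B libraries, above the 15.1% ± 2.08 of the wild-type pre-B libraries.

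The first pattern weighed is that pro-B stage genes were higher in labelled HDAC7-deficient than in wild-type pre-B libraries. Sex as the whole cause is argued against, since the list's median was 0.49 without both male libraries and 0.73 with all. The list was higher in each labelled library than the wild-type mean, by 0.52 and 0.81, where the wild-type libraries lay 0.10 to either side of their own mean. These values restate the pattern library by library, so they cannot decide whether loss of HDAC7 contributes. Carried-over pro-B cells cannot be told apart from loss of HDAC7. The paper's methods give a CD43-negative pre-B gate, which would select against them, but the series design text describes both stages as CD43-positive. The called genes need a median of 46.8% pro-B RNA (interquartile 32.7% to 70.1%) and other stage genes 19.2% (7.16% to 28.6%), but the called genes were picked for this size. Ranking pro-B genes in the libraries of one number and measuring their share in the other left at least 26.2 percentage points between the medians of the highest and lowest ranked genes, but the interquartile ranges stayed apart in only 1 of the 2 directions (24.6% to 56.6% and 6.49% to 23.9%) and overlapped in the other (29.8% to 57.1% and 7.77% to 35.7%).

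The second pattern is that interferon-stimulated genes were high in the labelled HDAC7-deficient libraries numbered 1 at both stages, by 1.41 in pro-B and 1.49 in pre-B cells over the wild-type mean. Loss of HDAC7 alone is argued against, since the libraries numbered 2 lay at 0.04 and -0.12. In pro-B cells plasmacytoid dendritic cells are argued against too, since their list differed by 0.061 between the labelled libraries while the interferon list differed by 1.47. In pre-B cells they cannot be told apart, since both lists differed by 1.351, although Siglech was at most 4.74 CPM, Bst2 and Ly6a in that list are themselves interferon-inducible, and a CD19 gate would remove these cells.

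The third pattern is that Jun and Fos were at 85.7 and 47.9 CPM in wild-type pro-B library 1 and at 10.9 and 2.76 CPM in library 2, with Fosb at 7.15 and 0.299 CPM. An immediate early response in library 1 is a candidate explanation, since the other immediate early genes were higher there by a median of 0.307, with 15 of 19 higher and 0.136 as the 95th percentile of 10000 random lists. Lower AP-1 RNA on loss of HDAC7 cannot be told apart from chance here, since Jun was 0.655 ± 0.52 higher in labelled pro-B libraries without wild-type library 1 (edgeR BH-adjusted p = 1) and 1 wild-type library remains.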

How the results depend on the processing

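The tests without both male libraries, with a term for male libraries and without both labelled HDAC7-deficient libraries numbered 1 were chosen after results were seen. Since the male libraries are the labelled ones numbered 2, the term leaves the genotype differences resting mostly on the labelled libraries numbered 1, high in interferon-stimulated genes. Of 968 results for single genes, 525 kept their side of the threshold, and any call its direction, under every alternative. No call turned into a call in the opposite direction. A change of sign in a result that was not called did not count as a reversal. Jun was such a case: lower in labelled than wild-type pro-B cells with all libraries, and log2 0.655 higher without wild-type pro-B library 1. Leaving out 1 library left 7025 such gene results the same, made 86 stronger and 633 weaker. For gene lists it left 1612 the same, made 67 stronger and 80 weaker and reversed 17. Estimating the inter-gene correlation ended 100 list calls. Using fry in place of camera, which asks a different question, ended 66 list calls and left 156 list results the same. The self-test recovered 16% of 2-fold changes among better expressed genes, so that changes of that size were mostly below detection with 2 libraries per group. The cause of the changes below was not tested, except where an alternative uses fewer libraries or genes.

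Called genes between the wild-type stages (1645) numbered 2562 with no filter on low counts and 876 against a fold of 1.5. Between wild-type pro-B and labelled HDAC7-deficient pro-B (2) they numbered 102 by DESeq2, 285 with no filter, 38 with a term for male libraries, 14 without both male libraries, 18 without both labelled libraries numbered 1, and 0 with library totals only, against a fold of 1.5 and without immunoglobulin and T-cell-receptor genes. Between wild-type pro-B and labelled pre-B (1747) they numbered 2955 without both male libraries, 2686 with no filter, 2626 with no fold minimum, 925 from the 2 groups alone and 722 against a fold of 1.5. Between wild-type and labelled pre-B (14) they numbered 533 with no filter, 233 by DESeq2, 204 without both male libraries, 105 with a term for male libraries, 36 without both labelled libraries numbered 1, 9 by limma-voom, 6 against a fold of 1.5 and 1 from the 2 groups alone. Between the labelled stages (1143) they numbered 2252 with no filter, 1881 by DESeq2, 301 against a fold of 1.5, 268 without both labelled libraries numbered 1 and 90 from the 2 groups alone, and for the interaction (1) 298 with no filter, 44 by DESeq2, and 0 without immunoglobulin and T-cell-receptor genes or both labelled libraries numbered 1. The interaction was not run on 2 groups alone.

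The overlap of raised genes (1) was 102 with no filter, 30 by DESeq2, 27 with a term for male libraries, 9 without both male libraries, 6 without both labelled libraries numbered 1, and 0 with library totals only, against a fold of 1.5 and without immunoglobulin and T-cell-receptor genes. The correlation of the genotype differences (0.17) was 0.394 with a term for male libraries, 0.306 among genes with an average log2 CPM of at least 4 and 0.048 with no filter.

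Without 1 library, counts ranged from 478 to 2127 between the wild-type stages, 0 to 7 for labelled pro-B, 211 to 2913 for labelled pre-B against wild-type pro-B, 0 to 23 between the pre-B groups, 59 to 2537 between the labelled stages and 0 to 2 for the interaction. The overlap was 0 to 1 and the correlation 0.081 to 0.167. For labelled against wild-type pro-B cells, list medians ranged from -0.346 to 0.299 for histones, -0.441 to 2.128 for light-chain genes, -0.104 to 0.611 for pre-B and later genes, -1.503 to 0.718 for heavy-chain variable segments and -0.069 to 10.976 for Y-linked genes. Between the pre-B groups they ranged from -0.12 to 1.46 for interferon-stimulated and -0.112 to 0.654 for ribosomal protein genes. Between the labelled stages they ranged from -1.247 to 0.864 for heavy-chain variable segments, -0.885 to 0.905 for interferon-stimulated and -0.289 to 0.5 for ribosomal protein genes, and for the interaction from -2.48 to 0.572 for light-chain, -0.905 to 0.839 for interferon-stimulated and -0.569 to 2.189 for neutrophil granule genes.

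Lists that reversed under the added alternatives were, for labelled against wild-type pro-B cells, Y-linked (-0.087 with a term for male libraries and -0.071 without both male libraries), mature B (0.185 and 0.131, where the median of 0.01 kept its sign and only the direction of the test turned), mitosis (-0.072 with the term) and heavy-chain variable (0.057 without both male libraries). Without both labelled libraries numbered 1, light-chain (-0.439) and pre-B and later genes (-0.103) reversed in that comparison, interferon-stimulated (-0.12) and ribosomal protein genes (-0.112) between the pre-B groups, and heavy-chain variable segments between the labelled stages (0.838) and in the interaction (0.492).

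With the replicate number as a block, edgeR called 0 genes between the pro-B groups (smallest BH-adjusted p = 0.0827, 954 at an unadjusted p under 0.05), 0 for the interaction (0.0889 and 1144) and 0 in the overlap, against 1662 between the wild-type stages, 1687 for labelled pre-B against wild-type pro-B, 21 between the pre-B groups and 1071 between the labelled stages. The pairing check gave correlations of same-numbered deviations of 0.26 for the labelled pro-B and pre-B groups, 0.167 for both pro-B groups, 0.132 for the wild-type groups, and 0.038, 0.024 and -0.014 for the other 3. The numbers were not taken to pair the libraries, although the labelled libraries of the same number share their sex and their interferon level.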

Other observations

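No test in this part was chosen after results were seen. Between the wild-type stages, immediate early genes rose in 5 of 22 cases, with the quiescence factor Klf2 at log2 3.87 ± 0.59 and the NF-kappa-B inhibitor Nfkbia at 2.06 ± 0.25 (median 0.77, camera BH-adjusted p = 0.000706, adjusted p = 0.344 with an estimated correlation), a list call lost without wild-type pro-B library 2. Genes of DNA methylation rose in 2 of 16 cases, Gadd45g at 3.42 ± 0.48 and Tet2, and fell in 2, the methyltransferase Dnmt3b at -1.08 ± 0.24 and Tet1 (median 0.36, and 0.23 without wild-type pre-B library 2, camera BH-adjusted p = 0.552). In the IL-7 list 4 of 16 rose and 4 fell, among the latter Myc at -2.85 ± 0.33 (median -0.49, -0.30 without wild-type pro-B library 1, and -0.72 and -0.085 without wild-type pre-B library 1 and 2, camera BH-adjusted p = 0.363). In the BCL2 family Bcl2, which blocks apoptosis, rose by 2.50 ± 0.53 and Mcl1 by 1.36 (2 of 13, median 0.62, camera BH-adjusted p = 0.201).

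The number of genes called higher between the wild-type stages was 789. That is lower than the count quoted from the study above. The number called lower was 856. That is lower as well than the count quoted. Both are edgeR counts, while the paper's methods name DESeq. With DESeq2, 1054 genes were higher and 1107 lower, closer to the quoted counts but still below them. For labelled HDAC7-deficient against wild-type pro-B cells 2 genes were higher, and 0 were lower by edgeR, 52 by DESeq2 and 1 by limma-voom. Both edgeR counts are lower than those quoted, as are the 50 higher and 52 lower by DESeq2. For labelled HDAC7-deficient pre-B against wild-type pro-B cells 1049 genes were higher and 698 lower. These 2 edgeR counts are lower than those quoted, as are the 1380 higher and 900 lower by DESeq2.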
